A study of Drosophila melanogaster with 38 samples.

How the data were processed

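The submitters' processing notes name Bowtie2 2.3.0.1, MACS2 2.1.1.20160309.0 and bedtools, with the genome builds dm6 and BDGP6, without stating the role or order of each. Bowtie2 aligns reads and MACS2 calls peaks. The deposited data analysed here are 3 peak lists of MSL2, with the chromosome, start and end of each peak. The HAS list had 3 columns, the other X list 4 and the autosomal list 6. Only the autosomal list had a score column, and it held the single value 0 in all 1685 rows, so no peak could be ranked or filtered by strength. The lists belong to the series and name no library. Which sex, genotype, control and threshold stood behind them, and whether libraries were pooled, are not given in the sources used here. The values of single libraries were not analysed here, so nothing below compares males with females or genotypes. The depth is unknown. The name of the HAS list states an overlap with roX, while how that overlap was measured is not given in the sources used here. Differences between HAS and other peaks describe this division by the authors and are not independent of it.

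The HAS list held 170 rows, of which 159 were distinct intervals, and repeated intervals were counted once. The other X list held 680 rows and the autosomal list 1685. From the autosomal list, 1669 peaks on 2L, 2R, 3L, 3R and 4 were analysed, while 14 on Y and 2 on unplaced scaffolds were left out of the comparisons. No interval of a list overlapped an interval of another. Start positions were converted to 1-based coordinates on dm6, and 0 intervals reached past the end of their chromosome in the reference genome. Genes came from Ensembl release 115 for BDGP6 (annotation 54). Transposable elements were left out, leaving 18277 genes, of which 13968 were protein-coding. A gene symbol in a fixed list was matched to the annotation directly or through a known older symbol, and 1 member was not found.

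A promoter peak had its midpoint within 500 bp of an annotated TSS. Other midpoints were assigned in turn to a 5′ untranslated region, a 3′ untranslated region, a coding exon, a noncoding exon, an intron or intergenic sequence. A gene of a fixed list carried a peak when a peak overlapped the 1 kb to either side of any of its TSS positions, so a peak between divergent genes could count for both. Words were searched on both strands in 500 bp windows centred on midpoints, with up to 1 mismatch except for the DRE, which allowed 0. Flanks were windows of the same size centred 2 kb to either side that touched no peak. The non-N length of each chromosome was the denominator of densities.

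Densities were compared by exact conditional binomial tests with exact intervals. Shares were compared by Fisher's exact test with 95% Wilson intervals, which cover counting error only. Both tests count each peak or gene as independent. Widths were compared by permutation of medians (100000 resamples). Promoter shares and distances were compared with 10000 random placements on non-N sequence of the same chromosomes. All tests were two-sided, and Benjamini-Hochberg adjustment was made within each family: over arms, over the 3 pairs of classes, over words and pairs, over words and classes, over gene lists, and over all words of 6 bp. Gene parts were adjusted over all parts and pairs. The tests of gene parts other than promoters, of the CA repeat against flanks, and of the DRE, the A tract and the control words were added after the data were seen, with words fixed earlier. The same holds for the density on Y and for gene classes outside the fixed lists, although for tRNA genes the prediction was written before their share was computed. The comparison of words at promoter peaks with promoters that have no peak was also added later. So was the use of the oxidative phosphorylation list to weigh an explanation, with its test against ribosomal protein genes. The other tests in the report, the words and the 12 gene lists were fixed before the data were examined.

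Named genes followed a rule fixed at the same time. It took every member of the MSL complex, the HAS nearest roX1 and roX2, the genes at the 8 widest HAS, the 15 genes with the most autosomal peaks within 1 kb of their bodies, and the 8 X genes with the most other X peaks, ties broken by summed peak width. It also took up to 4 members of each list with a TSS peak, those with the most peaks first. A list with a score column would also have given its highest peaks, but the single score value ranked none.

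The tests were also tried on simulated peaks. In sets of 400 random positions, the promoter test against random positions called 2 of 40 unchanged sets and 40 of 40 sets with planted promoter peaks. The promoter test between classes called 3 of 40 unchanged sets, and the distance and clustering tests 1 of 40 each. The density ratio called 3 of 40, and all of these called 40 of 40 planted sets. For the density ratio, independent counts were simulated in place of positions. Its rate does not describe the test on peaks that cluster. The width test called 0 of 10 unchanged sets and the GA repeat test 1 of 10, and both called 10 of 10 planted sets. With lists of 50 genes, the gene list test called 2 of 40 and 40 of 40. These genes were drawn at random from 2L, and unplanted peaks were placed at random. The fixed lists were chosen and the real peaks cluster at promoters, so these rates do not describe the test on them. In 10 sets of windows the planted 6 bp word was found each time, and in 10 sets with none planted it was called 0 times. Alternatives covered the promoter and motif windows, mismatches, whole peaks, TSS-based denominators, protein-coding genes, matched gene sets, merged peaks and other backgrounds. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.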

Results

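Chromatin immunoprecipitation followed by sequencing was carried out on larvae of the third instar of Drosophila melanogaster, with males and females kept apart. The labels describe 38 libraries, 19 from females and 19 from males, of which 26 are immunoprecipitates and 12 are inputs. They cover histones, histone marks and MLE in wild-type larvae, and H3 and H4K16ac in larvae heterozygous or null for msl-2. MSL2 was precipitated only through its tag, in 2 libraries of msl-2 mutant larvae with a FLAG-tagged MSL2. An untagged control for the FLAG immunoprecipitation goes with them. Each combination of sex, genotype and target is represented by 1 library, so no group holds replicates. MSL2 is the male-specific subunit of the MSL complex, which raises transcription of the single male X chromosome. The values analysed here are 3 lists of MSL2 peaks that belong to the series as a whole. The first list is named for high-affinity sites (HAS), a term for the main MSL binding sites on X, and for overlap with roX. It holds 135 intervals on X and 24 on autosomes. The second holds other peaks on X. The third, called autosomal here, holds 1669 peaks on autosomes, 14 on Y and 2 on unplaced scaffolds. No list gives a usable score, the depth behind them is unknown, and neither the sex nor the libraries they came from are stated. Every p-value below therefore describes how peaks are placed within these lists, not the variation between animals.

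The X chromosome carried MSL2 peaks more densely than the autosomes. The series asks about dosage of autosomal developmental genes, so the spread of peaks over chromosomes was compared first. The X held 815 distinct peaks, or 34.7 per Mb, of which 135 were HAS and 680 were other X peaks. The autosomes held 1693 peaks, or 15.4 per Mb, of which 1669 came from the autosomal list and 24 from the HAS list. The density on X was 2.26 times that of the autosomes (95% exact interval 2.08 to 2.46, exact binomial test, two-sided, p = 5.87e-73). Among the autosomal arms, 2R was denser than the others, with 440 peaks and a 95% interval of the ratio from 1.08 to 1.34 (adjusted exact p = 0.00276). Arm 3L was sparser, with 382 peaks and a ratio of 0.871 (0.775 to 0.978, adjusted exact p = 0.0303). Chromosome 4 held only 4 peaks of the autosomal list, a ratio of 0.196 (0.0535 to 0.504, exact test, adjusted exact p = 1.30e-04). Arms 2L and 3R did not pass the test, with ratios of 0.936 and 1.06 (adjusted exact p = 0.293 for each). Measured per annotated transcription start site (TSS) instead of per Mb, the calls for 2R (ratio 1.09, adjusted exact p = 0.157) and 3L (ratio 0.989, adjusted exact p = 0.862) were lost, and 2L became sparser than the rest (ratio 0.833, adjusted exact p = 0.00653).

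The genes of the MSL complex itself were examined first among named loci. The roX1 gene, which encodes a noncoding RNA of the complex (X, 3857230 to 3862697, dm6, minus strand), contained a HAS of 1188 bp at 3861044 to 3862231. The roX2 gene, which encodes the other noncoding RNA (X, 11579065 to 11580432, plus strand), overlapped a pair of HAS in part, of 226 bp at 11578938 to 11579163 and of 966 bp at 11580060 to 11581025. The msl-2 gene (2L, 3462218 to 3466112, minus strand) lay under a single autosomal peak of 2935 bp at 3463289 to 3466223, which covered 72.5% of the gene and reached the start of the neighbouring ND-PDSW, the gene of a subunit of respiratory complex I. By width this peak ranked 2 in the autosomal list. Whether the FLAG-tagged construct adds msl-2 sequence to the libraries was not tested. The genes msl-1, msl-3, mle and mof, which encode the remaining protein subunits, held 0 peaks within 1 kb of their bodies.

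HAS lay less often at promoters and more often in 3′ untranslated regions and coding exons than the rest of the peaks, a pattern of their X intervals. The 24 HAS-list intervals on autosomes lay at promoters in 62.5% and in 3′ untranslated regions in 0% of cases. Of 159 distinct HAS-list intervals, 34.0% had their midpoint within 500 bp of a TSS (95% Wilson interval 27.1 to 41.6), against 66.6% of the 680 other X peaks (63.0 to 70.1) and 66.5% of the 1669 autosomal peaks (64.2 to 68.7). Conversely, 22.0% of HAS lay in a 3′ untranslated region (16.3 to 29.1), against 2.79% of other X peaks and 0.479% of autosomal peaks. Coding exons held 17.6% of HAS, 5.29% of other X peaks and 1.68% of autosomal peaks. Random positions fell there in 13.2%, 13.3% and 13.1% of cases. HAS lay inside the central 95% of placements (8.18 to 18.9) and the other classes below theirs. The 135 HAS on X alone lay above it, with 20.7% against 13.2% (8.13 to 19.3). In Fisher's exact tests, two-sided, the promoter share of HAS was lower than that of other X peaks (adjusted exact p = 1.35e-13) and of autosomal peaks (adjusted exact p = 6.81e-15). The share in 3′ untranslated regions was higher in HAS than in other X peaks (adjusted exact p = 7.97e-14) and autosomal peaks (adjusted exact p = 3.21e-30). The promoter shares of other X and autosomal peaks showed no difference past the threshold (difference 0.111 percentage points, adjusted exact p = 1). All classes exceeded randomly placed midpoints on the same chromosomes, which fell at promoters in 12.8%, 12.7% and 13.8% of cases for HAS, other X and autosomal peaks (permutation of positions, 10000 placements, two-sided p = 2e-04 each, the smallest they can give). The ratio to random positions was 5.26 for other X and 4.80 for autosomal peaks, 3.37 and 3.16 with TSS positions within 1 kb, and 9.16 and 8.55 within 200 bp.

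The widest HAS illustrate these positions. The HAS of 3265 bp at X, 18652959 to 18656223, was centred on a coding exon of CG6659. That of 2906 bp at X, 9684226 to 9687131, covered the promoter of nej, which encodes the histone acetyltransferase CBP. HAS of 2349 bp and 2208 bp covered promoters of Hmt4-20, a histone H4 lysine methyltransferase gene, and of nocte. HAS of 2448 bp and 2141 bp were centred on the 3′ untranslated regions of CG15602 and PhKgamma, a phosphorylase kinase subunit gene. The HAS of 2334 bp nearest to Rilpl had its midpoint between genes, 6042 bp from the closest TSS. The widest interval in the HAS list, 4107 bp, was autosomal (2L, 2196422 to 2200528) and had its midpoint 563 bp from the TSS of COX7AL2.

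**Figure D1:**
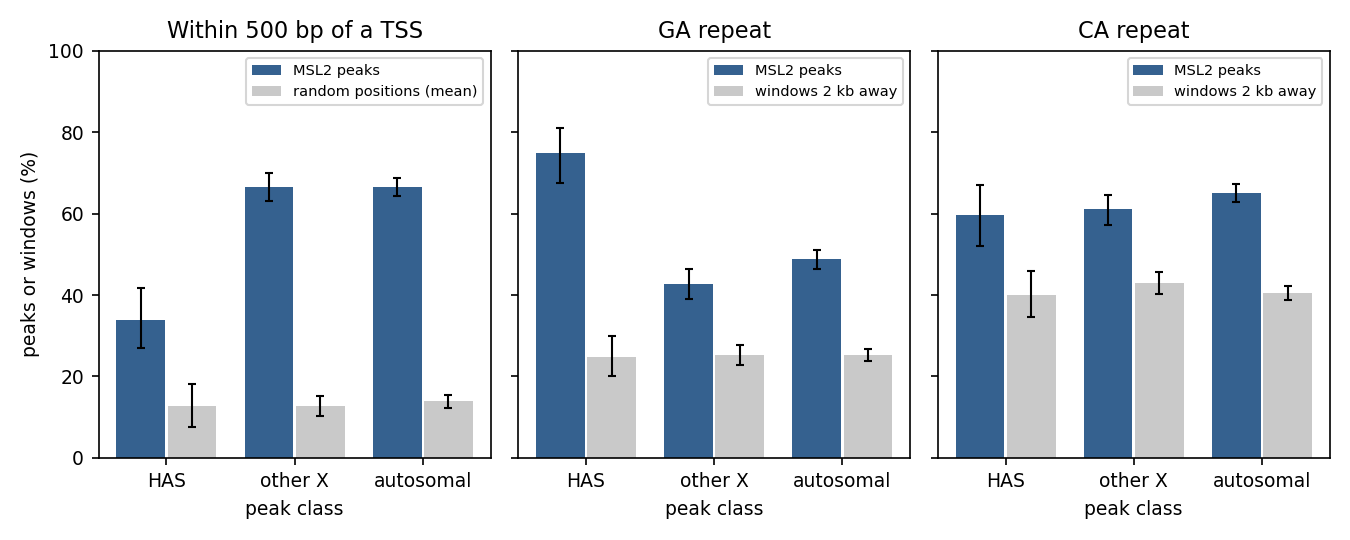
Share of MSL2 peaks (%, blue) in the HAS, other X and autosomal classes that lie within 500 bp of a TSS, or whose 500 bp window holds the GA or the CA repeat, beside random positions or windows 2 kb away (grey). Bars are shares, and error bars are 95% Wilson intervals except for random positions, where they span the central 95% of 10000 placements. HAS stand lowest for promoters (34.0%) and highest for the GA repeat (74.8%).

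HAS peaks were the richest in the GA repeat, the core of the known recognition element of the MSL complex. The word GAGAGAGA, with up to 1 mismatch, occurred in 500 bp windows around 74.8% of HAS (67.6 to 80.9), 42.6% of other X peaks (39.0 to 46.4) and 48.8% of autosomal peaks (46.4 to 51.2). The CA repeat CACACACA occurred in 59.7% of HAS (52.0 to 67.1), 61.0% of other X peaks (57.3 to 64.6) and 65.1% of autosomal peaks (62.7 to 67.3). Windows 2 kb away held the GA repeat in 24.7%, 25.1% and 25.3% of cases and the CA repeat in 40.1%, 43.0% and 40.4%. Each class exceeded its flanks for the GA repeat (Fisher's exact test, two-sided, adjusted exact p = 1.76e-24 for HAS, 2.57e-14 for other X and 1.35e-58 for autosomal peaks) and for the CA repeat (adjusted exact p = 1.36e-04, 1.38e-13 and 1.15e-58). The GA repeat was more frequent in HAS than in other X peaks (adjusted exact p = 3.16e-12) and autosomal peaks (adjusted exact p = 2.09e-09). These differences were 32.2 and 26.1 percentage points, and with 0 mismatches they were 10.6 and 11.5 (adjusted exact p = 0.00436 and 0.00136). The difference from autosomal peaks was 14.0 points in 200 bp windows and 40.3 in whole peaks. Against flanks, the differences were 50.2 points for HAS, 17.5 for other X and 23.5 for autosomal peaks, and with 0 mismatches 21.2, 9.89 and 8.61. Other X peaks held the GA repeat less often than autosomal peaks (difference -6.12 percentage points, adjusted exact p = 0.0323), a call lost when no mismatch was allowed (0.844 percentage points, adjusted exact p = 0.812), with 12 bp words and in whole peaks. Away from TSS positions, with 227 and 559 peaks, the call was lost but the difference remained (-7.56 percentage points, adjusted exact p = 0.259). For the CA repeat no pair of classes passed the test (adjusted exact p = 0.833, 0.386 and 0.167). When whole peaks were searched in place of fixed windows, HAS held it more often than other X peaks (10.3 percentage points, adjusted exact p = 0.0358) and autosomal peaks (10.6 percentage points, adjusted exact p = 0.0226). Whole HAS are longer (median width 427 bp, against 249.5 and 234 bp) and give a word more room. The whole-peak differences between HAS and the other classes, also the 40.3 points for the GA repeat, are therefore not separable from interval length.

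Other fixed words gave mixed results. The A tract AAAAAAAA, a control for simple repeats, was also more frequent in peaks than in flanks, in 73.6% against 57.5% for HAS, 76.8% against 61.3% for other X peaks and 74.7% against 67.3% for autosomal peaks (adjusted exact p = 0.00121, 1.12e-11 and 2.06e-07). In HAS the difference was 16.1 percentage points, against 19.7 for the CA repeat. Away from TSS positions these were 16.5 and 16.4 points (Fisher's exact test, adjusted exact p = 0.0191 each). The CA excess in HAS is therefore not set apart from that of this control. For autosomal peaks the A tract difference was 7.36 percentage points, and 3.46 with 12 bp words. The call was lost with 0 mismatches (0.694 percentage points, adjusted exact p = 0.694), and the direction turned in whole peaks (-3.97 percentage points, adjusted exact p = 0.0181), in 200 bp windows and away from TSS positions. Promoter peaks showed no A tract excess past the threshold over windows at promoters with no peak, with 75.8% against 77.2% for autosomal peaks and 80.1% against 76.5% for other X peaks (adjusted exact p = 0.38 and 0.138). A word with the base composition of the GA repeat, GGAAGGAA, occurred in 26.5% of autosomal peak windows and 29.7% of flanks (adjusted exact p = 0.0309). This call was lost with 0 mismatches (0.243 percentage points, adjusted exact p = 0.694), with 12 bp words (0.0703, adjusted exact p = 0.936), in 200 bp windows (-2.03, adjusted exact p = 0.0839) and away from TSS positions (2.93, adjusted exact p = 0.402). The corresponding word for the CA repeat, CCAACCAA, occurred in 37.0% and 36.8% (adjusted exact p = 0.925). The DRE, a promoter element of housekeeping genes, was found in 7.94% of other X peaks (6.14 to 10.2) and 4.07% of autosomal peaks (3.23 to 5.13), and this difference passed the test (adjusted exact p = 0.00175) but not when the windows were 200 bp (0.953 percentage points, adjusted exact p = 0.433) or away from TSS positions (0.689 percentage points, adjusted exact p = 0.866). Over flanks the DRE was in excess by 6.48 percentage points in other X and 3.05 in autosomal peaks (adjusted exact p = 1.12e-11 and 3.21e-11). In HAS the difference was 1.15 (adjusted exact p = 0.518). Promoters with no peak held the DRE in 8.30% of windows on X and 5.76% on autosomes, and promoter peaks did not exceed them past the threshold (11.0% and 5.59%, adjusted exact p = 0.122 and 0.949). Of all words of 6 bp, 65 differed from the flanks in HAS, 583 in other X peaks and 1337 in autosomal peaks at an adjusted p under 0.05. Of these, 54, 277 and 555 were more frequent in peaks, and the rest, including 782 in autosomal peaks, were less frequent. These counts rest on 159, 680 and 1669 peak windows, so they cannot be compared between classes. The most significant were AGAGAG in HAS (48.4% against 16.1% of flanks, adjusted exact p = 1.14e-09), ACACAC in other X peaks (51.2% against 27.9%, adjusted exact p = 8.86e-21) and CGAGCG in autosomal peaks (36.7% against 14.4%, adjusted exact p = 1.60e-64). With 200 bp windows the number in HAS fell to 30. The flanks were not matched for promoters, where most other X and autosomal peaks lay. These words of 6 bp were not compared with promoters that have no peak, so promoter sequence may account for part of the calls.

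HAS were also wider. Their median width was 427 bp, against 249.5 bp for other X peaks and 234 bp for autosomal peaks. The difference was 177.5 bp from other X peaks and 193 bp from autosomal peaks (permutation test of medians, two-sided, adjusted p = 1.5e-05 for each, from the smallest p that 100000 resamples can give). Other X peaks exceeded autosomal peaks by 15.5 bp (permutation test, adjusted p = 0.0145). Among peaks within 500 bp of a TSS these 3 differences were 328, 359.5 and 31.5 bp, and as differences of means they were 308, 344 and 35.6 bp.

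Other X peaks lay near HAS and autosomal peaks near one another. The median distance from an other X peak to the nearest HAS was 24377 bp, against 61513 bp for random positions on X (central 95% of placements 55147 to 68041 bp, permutation of positions, two-sided p = 2e-04), and 17.1% of these peaks lay within 5 kb of a HAS. Neighbouring HAS on X were a median of 124.8 kb apart. On autosomes the median distance to the nearest other peak was 9001 bp, against 22664 bp for random positions (20879 to 24478 bp, permutation of positions, p = 2e-04). Drawing random TSS positions in place of random sequence shortened the expected distances to 35641 bp on X and 14160 bp on autosomes, and the observed ones stayed below them (permutation of positions, p = 2e-04 each).

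The autosomal genes with the most separate peaks included regulators of transcription and of hormone signalling. Within 1 kb of the gene body, tara, a transcriptional coregulator of the trithorax group (3R, 16225651 to 16260329), and InR, the insulin receptor gene (3R, 21570248 to 21619321), each had 10 peaks of the autosomal list. The ecdysone-induced genes Eip74EF and Eip75B had 9 each, in 3L 17558672 to 17619325 and 17950953 to 18064696. The Notch coactivator gene mam (2R, 13991203 to 14060356) had 8. The genes psq, grh and sbb, which encode DNA-binding or transcriptional regulators, had 7 each, as did HmgD, which encodes an HMG-box chromatin protein, and CG3764. The ecdysone receptor gene EcR, the chromatin genes tou and osa, and HmgZ had 6 each, and Syp, an RNA-binding protein gene, had 5. HmgD and HmgZ overlap, so they share peaks. At Eip74EF 8 peaks were intronic and 1 lay at a promoter, and at Eip75B 5 were intronic and 4 lay at promoters. These are counts of peaks with no test, and long genes have more room for them.

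**Figure D2:**
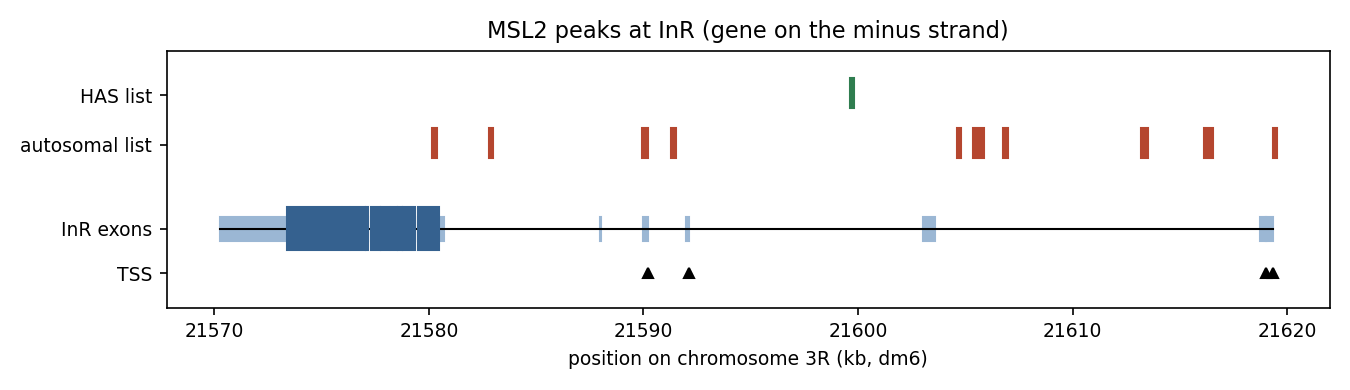
Map of InR on chromosome 3R (kb, dm6) with exons (light blue, coding parts dark blue), TSS positions (triangles) and MSL2 peaks of the autosomal list (red) and the HAS list (green), drawn to scale. Of the 10 autosomal-list peaks, 1 lies in a coding exon, 7 in introns and 2 at promoters, and the HAS-list interval of 216 bp lies in an intron.

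Fixed lists of genes, chosen before the data were examined, asked which groups carried autosomal peaks at their promoters. Of 15351 autosomal genes, 1872 (12.2%) had a peak of either list within 1 kb of a TSS, and the tests used the autosomal list. Homeodomain and patterning transcription factors had the highest share, 37 of 63 (58.7%, Wilson interval 46.4 to 70.0, adjusted exact p = 1.38e-17), with Sox14, the limb gene Dll, the Hox gene Scr and the eye gene so among them. Hormone, growth and Hippo pathway genes followed with 17 of 30 (56.7%, 39.2 to 72.6, adjusted exact p = 3.51e-08), including Eip75B, InR, the nuclear receptor gene ftz-f1 and Eip74EF. Chromatin regulators had 15 of 35 (42.9%, 28.0 to 59.1, adjusted exact p = 9.77e-06), led by the remodelling subunit gene mor and Trl, which encodes the GAGA factor, then Su(z)2 and Rcd1. Signalling genes of patterning had 20 of 49 (40.8%, 28.2 to 54.8, adjusted exact p = 1.03e-06), with shn, pnt, mam and the EGF receptor ligand gene spi. Their difference from other genes was 28.8 percentage points, and 17.4 against random sets matched on gene length (adjusted permutation p = 0.0144). Cytosolic ribosomal protein genes had 25 of 72 (34.7%, 24.8 to 46.2, adjusted exact p = 1.18e-06), such as RpS28a and RpL41. Neural development genes had 11 of 36 (30.6%, 18.0 to 46.9, adjusted exact p = 0.00392), with grh, brat, mam and jumu, but this call was lost against random sets matched on gene length (6.89 percentage points, adjusted permutation p = 0.641) or on the number of TSS positions (13.0 percentage points, adjusted permutation p = 0.103).

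Of the remaining lists, 2 had lower shares than other genes and 4 did not pass the test. Chemosensory receptor genes had 1 of 161 (0.621%, adjusted exact p = 1.33e-07), Gr97a. Counted by overlap with the gene body, they had 0 of 161. Cuticle protein genes had 2 (1.74%, adjusted exact p = 1.36e-04), Cpr51A and Lcp9. The peaks at Gr97a and Lcp9 had their midpoints 100 bp and 25 bp from the TSS of another gene. The difference for cuticle genes was -10.4 percentage points, and -6.76 against sets matched on gene length (adjusted permutation p = 0.0092). Oxidative phosphorylation genes had 8 of 68 (11.8%, adjusted exact p = 1), ATPsynC, COX7AL2, ND-PDSW and UQCR-C1 among them. Cell cycle and DNA replication genes had 5 of 30 (16.7%, adjusted exact p = 0.483), with E2f1, CycE, Dp and CycB3, and muscle and fat body genes 3 of 24 (12.5%, adjusted exact p = 1), which were Tm1, Mef2 and Lpin. The MSL complex list had 1 of 4 (25.0%, adjusted exact p = 0.483). Each test was Fisher's exact test, two-sided, against all other annotated autosomal genes and adjusted over the 12 lists. These gene lists were written from general knowledge. The background was not restricted to genes expressed in larvae, since no expression values were used here.

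**Figure D3:**
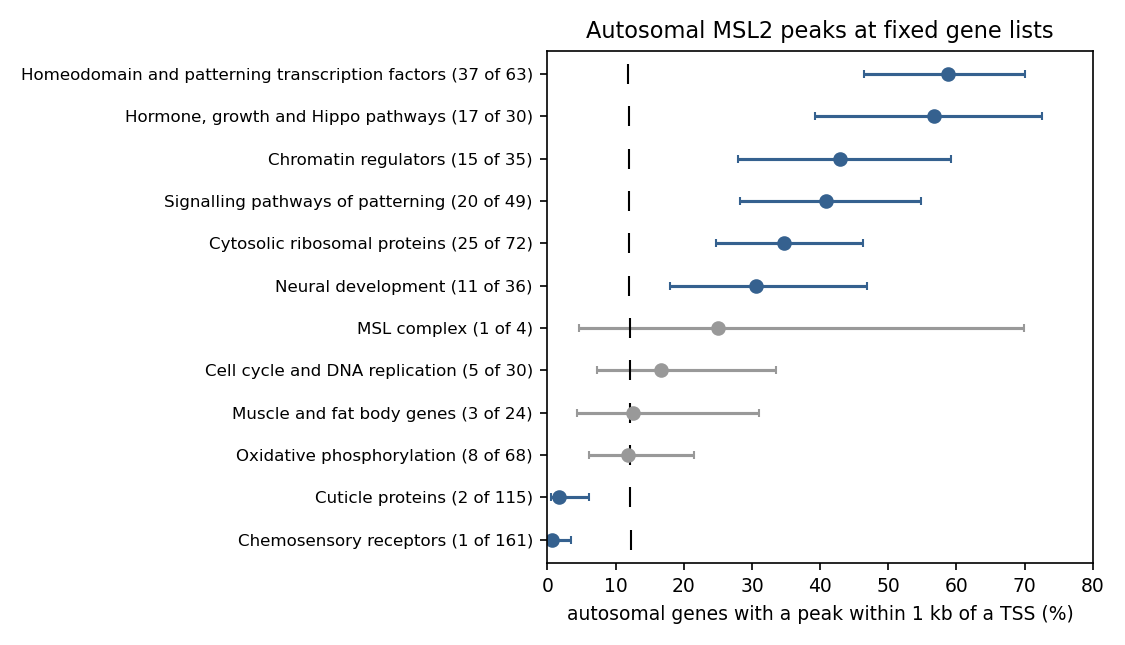
Share of autosomal genes of each fixed list (%, points) with an MSL2 peak of the autosomal list within 1 kb of a TSS, with 95% Wilson intervals, and the share of all other autosomal genes (black ticks). Blue lists passed the test at an adjusted p under 0.05 and grey lists did not; homeodomain and patterning factors stand highest at 58.7% and chemosensory receptors lowest at 0.621%.

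On X, 784 of 2813 genes (27.9%, 26.2 to 29.6) had a HAS or another X peak within 1 kb of a TSS. Signalling genes of patterning had 8 of 9 (88.9%, exact test, adjusted exact p = 0.00108), among them arm, which encodes beta-catenin, brk, fu and sgg. Ribosomal protein genes had 11 of 14 (78.6%, adjusted exact p = 0.00103), including sta, RpS14b, RpS28b and RpS19a. Chemosensory receptor genes had 1 of 25 (4.00%, adjusted exact p = 0.0170), Or9a. This call was lost against sets matched on the number of TSS positions (-17.9 percentage points, adjusted permutation p = 0.0906). The peak at Or9a had its midpoint 52 bp from the TSS of another gene. With 500 bp to either side of a TSS the count was 0 of 25. The remaining X lists did not pass the test (adjusted exact p from 0.260 to 1). Homeodomain and patterning factors had 5 of 10, with B-H2, Lim1, sd and oc, and neural genes 4 of 14, which were NetA, Ten-a, Fas2 and fz3. Oxidative phosphorylation genes had 5 of 12, such as ND-B18, ND-75, ND-18 and COX6B. Hormone and growth genes had 2 of 5, br and usp, cell cycle genes 2 of 5, Rbf and Mcm6, and cuticle genes 0 of 8. The Polycomb genes ph-d and ph-p had 2 TSS peaks each, and wds and Set2 1 each. Their list has 4 X genes and was not tested, since a minimum of 5 X genes was set for tests on X.

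The X genes with the most other X peaks within 1 kb of their bodies were long or overlapped others. The noncoding RNA gene CR44357 had 13 and overlaps Cph and CG1677, which had 6 each. Mur2B had 11 and overlaps br, an ecdysone-response transcription factor gene (X, 1575132 to 1664869), which had 9 and the highest number of TSS peaks among the named X genes, 6. Raf, which encodes a kinase of the MAPK pathway, and the kinase gene Tlk had 8 each, and the corepressor gene Smr had 5. These counts, too, had no test.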

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

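The autosomal list held 14 peaks on the Y chromosome, a signal in data that no comparison in the report used. The density test was chosen after the count was seen and counts each peak as independent. It gave 4.11 peaks per Mb of non-N sequence, against 15.1 per Mb for the peaks on autosomal arms (ratio 0.271, exact interval 0.148 to 0.456, exact binomial test, two-sided, p = 1.91e-09). Per 1000 annotated TSS positions the direction turned, with 124 peaks on Y against 27.3 to 93.0 on the autosomal arms with all lists counted, a difference that was not tested. Of the 14, 5 had their midpoint in a gene, 1 each in ORY, Ppr-Y, WDY, kl-2 and kl-5. A further 2 peaks lay on unplaced scaffolds. Whether reads can be placed uniquely on Y was not examined, so the lower density there may not reflect binding.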

How the results depend on the processing

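Alternatives involving only HAS on X, the HAS rows as deposited, autosomal HAS-list intervals added to the autosomal list, other X peaks alone, and all those for gene parts, the CA repeat against flanks, the DRE, the A tract and the control words were chosen after the data were seen. Of 176 alternative values for the comparisons, 161 kept direction and side of the threshold, or for counts stayed within 1.5 times, and of 168 for single gene lists and other words 142 did. Restricting to peaks with higher scores was not run, since the HAS and other X lists have no score and the autosomal list has the single value 0. No paired analysis was possible because the lists carry no columns for samples. Per TSS position, the density ratios were 0.833 for 2L, 1.09 for 2R and 0.989 for 3L. The difference in promoter share between other X and autosomal peaks became -0.914 percentage points at 1 kb and -1.28 at 200 bp. For the GA repeat, other X minus autosomal was 0.844 points with 0 mismatches, 0.129 with the 12 bp word, -2.18 in whole peaks and -7.56 away from TSS positions. For the CA repeat it was 1.56 with 0 mismatches and 0.351 in whole peaks. There HAS minus other X was 10.3 and HAS minus autosomal 10.6, but whole HAS are longer and give the word more room. With HAS on X only, HAS minus other X was 0.452. Words of 6 bp in HAS fell from 65 to 30 with 200 bp windows. For these changes the cause was not tested.

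Among single lists and control words, the following changed sign, each a difference in percentage points. In autosomal peaks against flanks, the A tract, 7.36 in the report's setting, was -2.89 at 200 bp, -3.97 in whole peaks and -1.55 away from TSS positions. There the DRE, 3.05 in the report's setting, was -0.0267. The GA control was 0.243 with 0 mismatches, 0.0703 with 12 bp words and 2.93 away from TSS positions, and the CA control was -0.101, -0.558 and -2.79. Oxidative phosphorylation genes at autosomal peaks were 0.342 with a 500 bp window, 0.996 by gene body and 3.00 with length-matched sets. Muscle and fat body genes were -6.95 with length-matched sets, -9.93 with TSS-matched sets and -0.865 among protein-coding genes. Neural genes on X were -7.58, -12.5 and -2.36 in the same settings. None of these 3 lists passed the test in these settings. The A tract did in whole peaks (adjusted exact p = 0.0181). For these changes, too, the cause was not tested.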

Other observations

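The tests of gene classes other than tRNA genes, and the use of the oxidative phosphorylation list to weigh an explanation, were chosen after the results were seen. Of the 24 autosomal intervals in the HAS list, 15 lay at promoters and 6 in introns. The promoters, named after they were seen and not tested as a group, were those nearest to dac, tup, hth, Sox21b, fd96Cb, Ets98B, toy, psq, bru2, Df31, CAP, Msr-110, CG42458, CG12974 and the noncoding RNA gene CR43431. On X, by contrast, 25.9% of the 135 HAS lay in a 3′ untranslated region (19.3 to 33.9), against 6.59% of random positions, and 28.9% at promoters.

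Classes of autosomal genes outside the fixed lists also differed in how often they carried a TSS peak. Protein-coding genes had a peak in 13.4% of cases against 7.88% of other genes (adjusted exact p = 3.76e-19). Noncoding RNA genes had one in 8.17% against 12.9% (adjusted exact p = 1.75e-12). These comparisons overlap, since the 3602 genes that are not protein-coding include the 2778 noncoding RNA genes. Histone genes had a peak in 5 of 119 cases (4.20%, adjusted exact p = 0.00681) and pseudogenes in 7 of 194 (3.61%, adjusted exact p = 1.20e-04), both less often than other genes. The test counts each gene as independent. Whether reads can be placed uniquely in genes with similar copies was not examined, so these lower shares may not reflect binding. Genes for snoRNAs had one in 32 of 238 (13.4%, adjusted exact p = 0.622) and genes for snRNAs in 2 of 30 (6.67%, adjusted exact p = 0.645), which did not pass the test. These are Fisher's exact tests, two-sided. A gene with more TSS positions has more room for a peak, and the classes were not matched on that number.

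The GA and CA repeats in autosomal and other X peaks could reflect the sequence of promoters in general. Promoter peaks were therefore set against windows at promoters with no peak, at the same distances from the TSS. Autosomal peaks exceeded them by 20.2 percentage points for the GA repeat and 23.8 for the CA repeat, and other X peaks by 14.3 and 15.9, which argues against promoter composition as the whole source. Within deciles of GC content, autosomal peaks still exceeded them by 17.0 and 20.9 points (stratified permutation p = 0.001 each, the smallest that 1000 permutations can give). Open chromatin at active promoters was not tested and stays open, and no biological explanation was tested.

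Peaks at promoters of regulators and ribosomal protein genes may arise because strongly transcribed genes attract signal in many immunoprecipitations. Genes for tRNAs, transcribed by RNA polymerase III, had a peak in 6.02% of 266 cases (3.74 to 9.55), below the 12.2% of other autosomal genes (Fisher's exact test, adjusted p = 0.00215). Called peaks were thus not concentrated at tRNA genes. The control and threshold behind the lists are unknown, and signal at these genes may have been removed before peaks were listed. The share therefore does not decide whether transcription by that polymerase draws signal, and says nothing of other genes. Oxidative phosphorylation genes, another housekeeping group, had a peak in 11.8% on autosomes (6.08 to 21.5), against 34.7% of ribosomal protein genes there (Fisher's exact test, two-sided, p = 0.00146), and in 41.7% on X (19.3 to 68.0). With no expression values used here, it is not known whether both groups were transcribed alike. Strong transcription and signal that is not specific to MSL2 therefore stay open, and no biological explanation was tested.

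The short distance from other X peaks to HAS could come from the spacing of genes, from broad domains called as several peaks, or from clustering of the peaks among themselves. The median distance was 0.684 times that of random TSS positions, 0.523 times that of random positions once those within 5 kb of a HAS were left out, and 0.402 times that of 10000 rotations of the peaks along X, which keep their own spacing (24.4 kb against 60.7 kb, central 95% 49.4 to 71.9 kb). Each lay below the central 95% of its comparison, against gene spacing and clustering of other X peaks among themselves, taken singly. The rotations break any clustering that HAS and other X peaks share, so clustering of MSL2 peaks in general stays open. Autosomal peaks lay at similar ratios to one another, 0.397 times random positions and 0.636 times random TSS positions. For other X peaks to HAS, the ratio to random positions was 0.396. For broad domains the result counts only against those that reach no further than 5 kb from a HAS. Wider domains were not tested and stay open. Active genes lying near HAS would give the same pattern and were not tested, and no biological explanation was tested.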
